# Validation of Messenger Ribonucleic Acid Markers Differentiating Among Human Acute Respiratory Distress Syndrome Subgroups in an Ovine Model of Acute Respiratory Distress Syndrome Phenotypes

**DOI:** 10.3389/fmed.2022.961336

**Published:** 2022-07-05

**Authors:** Karin Wildi, Kieran Hyslop, Jonathan Millar, Samantha Livingstone, Margaret R. Passmore, Mahé Bouquet, Emily Wilson, Gianluigi LiBassi, John F. Fraser, Jacky Y. Suen

**Keywords:** acute respiratory distress syndrome, phenotypes, mRNA expression, up-and downregulation, precision medicine, predictive and prognostic enrichment, biomarker

## Abstract

**Background:**

The discovery of biological subphenotypes in acute respiratory distress syndrome (ARDS) might offer a new approach to ARDS in general and possibly targeted treatment, but little is known about the underlying biology yet. To validate our recently described ovine ARDS phenotypes model, we compared a subset of messenger ribonucleic acid (mRNA) markers in leukocytes as reported before to display differential expression between human ARDS subphenotypes to the expression in lung tissue in our ovine ARDS phenotypes model (phenotype 1 (Ph1): hypoinflammatory; phenotype 2 (Ph2): hyperinflammatory).

**Methods:**

We studied 23 anesthetized sheep on mechanical ventilation with observation times between 6 and 24 h. They were randomly allocated to the two phenotypes (*n* = 14 to Ph1 and *n* = 9 to Ph2). At study end, lung tissue was harvested and preserved in RNAlater. After tissue homogenization in TRIzol, total RNA was extracted and custom capture and reporter probes designed by NanoString Technologies were used to measure the expression of 14 genes of interest and the 6 housekeeping genes on a nCounter SPRINT profiler.

**Results:**

Among the 14 mRNA markers, in all animals over all time points, 13 markers showed the same trend in ovine Ph2/Ph1 as previously reported in the MARS cohort: matrix metalloproteinase 8, olfactomedin 4, resistin, G protein-coupled receptor 84, lipocalin 2, ankyrin repeat domain 22, CD177 molecule, and transcobalamin 1 expression was higher in Ph2 and membrane metalloendopeptidase, adhesion G protein-coupled receptor E3, transforming growth factor beta induced, histidine ammonia-lyase, and sulfatase 2 expression was higher in Ph1. These expression patterns could be found when different sources of mRNA – such as blood leukocytes and lung tissue – were compared.

**Conclusion:**

In human and ovine ARDS subgroups, similar activated pathways might be involved (e.g., oxidative phosphorylation, NF-κB pathway) that result in specific phenotypes.

## Introduction

More than five decades after its first description (1), acute respiratory distress syndrome (ARDS) still has an unacceptably high morbidity and mortality (2). After years of little success in ARDS research focusing on improving patient outcomes (3), analysis of large ARDS cohorts from randomized controlled trials identified two distinct biological subphenotypes amongst the heterogenous population of ARDS patients (4, 5): a discovery with potential for future targeted treatment in ARDS. In brief, a hypoinflammatory (or uninflamed; named P1) and a hyperinflammatory (or reactive; named P2) subphenotype, defined by specific functional and biological parameters, have been proposed and corroborated with existing retrospective clinical data (4–6). P2 was clearly associated with a more severe shock state and metabolic acidosis as well as worse clinical outcomes (4, 7). Importantly, the response of patients to specific medical measures and pharmacological treatment appears to be highly dependent on the respective subphenotype (4, 5, 8). Even though the concept of subphenotypes in ARDS is now widely accepted, there are still major gaps in our current knowledge regarding the in-depth comprehension of underlying biological driving factors and mechanisms.

Animal models have always played an important role in biological discovery and therapeutic translation in ARDS (9). We reported previously about ovine ARDS phenotype models that mimics some key features of human ARDS subphenotypes (10): phenotype 1 (Ph1: hypoinflammatory) and phenotype 2 (Ph2: hyperinflammatory). Additionally, a recent analysis revealed matching gene expression among animal models induced by lipopolysaccharides (LPS) as in our Ph2 model and the human P2 subphenotype (11).

To validate our ovine model on a molecular level, we compared a subset of messenger ribonucleic acid (mRNA) markers previously characterized in leukocytes from P2/P1 subphenotypes within the Dutch MARS (Molecular Diagnosis and Risk Stratification of Sepsis) cohort (12) with our ovine ARDS phenotypes model.

## Materials and Methods

### Animal Model

This study is a secondary analysis of pooled control animals of ovine Ph1 and Ph2 ARDS from two blinded, randomized, controlled preclinical trials. A more detailed explanation of the two studies is provided in the Supplementary Method.

Animal ethics was approved by The Queensland University of Technology Office of Research Ethics and Integrity (No 1600001108 and No 1800000606). All experiments were performed in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes and the Animal care and Protection Act 2001 (QLD).

A total of 23 female non-pregnant Merino-Dorset crossbreed ewes, aged 1–3 years, mean weight 49 kg (47–52), participated in this analysis and were randomly allocated to one of the two groups: Ph1 (*n* = 14) and Ph2 (*n* = 9); (10). Eight animals were observed up to 6 h (Ph1 *n* = 5, Ph2 *n* = 3), 7 animals up to 12 h (Ph1 *n* = 4, Ph2 *n* = 3) and 8 animals up to 24 h (Ph1 *n* = 5, Ph1 *n* = 3; Figure 1).

**FIGURE 1:**
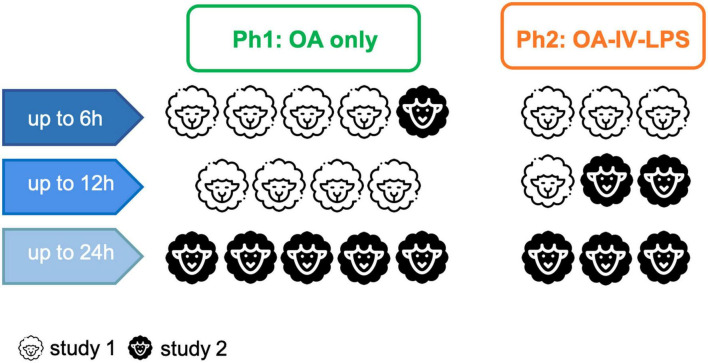
Overview of participating animals, observation time and their assignment to the respective study. Abbreviations: OA, oleic acid; OA-IV-LPS, oleic acid and lipopolysaccharide intravenously; Ph1, hypoinflammatory phenotype; and Ph2, hyperinflammatory phenotype.

In short, after induction of general anesthesia and intubation, the animal was mechanically ventilated in a lung-protective fashion (13). After completion of instrumentation, the animal was turned in prone position and ARDS was induced: (1) animals randomized to Ph1 received oleic acid (OA; O1008; Sigma-Aldrich, Australia) sequentially in 0.03 ml/kg doses intravenously (IV) until a PaO_2_/FiO_2_ ratio (PF) of <150 mm Hg was reached (2) animals assigned to Ph2 received aforementioned oleic acid IV followed by 0.5 μg/kg of lipopolysaccharide (LPS: E. coli O55:B5, Sigma-Aldrich, Australia) infused over 1 h. Intra-experimental monitoring, management and data collection has been reported in detail previously (10, 14).

### Sample Collection and Processing

At study end, lung tissue was harvested and samples from the upper, middle and lower lobe of the right lung were stored in RNAlater (Invitrogen, United States) at 4^°^C overnight and then at –80^°^C until extraction.

For histopathological assessment, lung tissue was preserved in in 10% neutral buffered formalin for 24 h for embeddment in paraffin afterward, then tissue was sectioned to 5 μm thickness and stained with hematoxylin & eosin. Slides were assessed by an independent and blinded veterinary pathologist using the lung injury score (LIS) as recommended by the ATS for experimental ARDS in animal models (15). In short, the LIS scores neutrophils in the alveolar space (A), neutrophils in the interstitial space (B), hyaline membranes (C), proteinaceous debris filling the airspace (D), and alveolar septal thickening (E). Every item is given a score between 0 and 2. The LIS is then calculated by: [(20 × A) + (14 × B) + (7 × C) + (7 × D) + (2 × E)]/number of fields × 100, leading to a score between zero (no injury) and one (severe lung injury). Twenty random high-power fields (400× total magnification) were scored per section, and the LIS was calculated per animal (mean ± SD).

### Selected Messenger Ribonucleic Acid Markers

The 16 most upregulated mRNA markers in blood leukocytes in P2 and P1 subphenotypes were chosen as reported previously by Bos et al. (12). These were mainly markers of oxidative phosphorylation, cholesterol metabolism, and the Nuclear Factor Kappa-light-chain-enhancer of Activated B Cells pathway (NF-κB) as well as markers related to neutrophil and macrophage function in P2: matrix metalloproteinase 8 (MMP8), olfactomedin 4 (OLFM4), resistin (RETN), G protein-coupled receptor 84 (GPR84), CEA cell adhesion molecule 1 (CEACAM1), lipocalin 2 (LCN2), zinc finger DHHC-type palmitoyltransferase 18 (ZDHHC18), ankyrin repeat domain 22 (ANKRD22), CD177 molecule (CD177), and transcobalamin 1 (TCN1). For P1, mRNA markers involved in regulation of vital cell functions like proliferation and differentiation, motility and survival were among the most upregulated ones: membrane metalloendopeptidase (MME), retinol binding protein 7 (RBP7), adhesion G protein-coupled receptor E3 (ADGRE3), transforming growth factor beta induced (TGFBI), histidine ammonia-lyase (HAL), and sulfatase 2 (SULF2) were selected.

### Extraction of Messenger Ribonucleic Acid and Quality Control

Tissue from the upper, middle and lower regions of the right lung were independently homogenized in Trizol (Ambion, United States) using a Polytron PT 2100 (Kinematica AG, Switzerland). Following homogenization, a PureLink™ RNA Mini Kit (Invitrogen, United States) was used to purify total RNA and a DNase treatment was performed using a DNA-free™ Kit (Invitrogen, United States). Sample concentration and purity was determined using a NanoDrop 1000 Spectrophotometer (Thermo Scientific, United States) and RNA integrity number (RIN) was assessed on an Agilent Bioanalyzer 2100 (Agilent Technologies, United States; Supplementary Table 1). Samples with a RIN ≥ 6 were standardized to a concentration of 100 ng/μL in nuclease-free water. Final concentration was determined on a Qubit 2.0 Flurometer (Invitrogen, United States), before regional samples were pooled.

### Nanostring Gene Expression Analysis

A custom NanoString nCounter assay (NanoString Technologies, United States) was used to assess the expression of the 16 genes of interest and the six housekeeping genes (MAU2, POLR2A, PGK1, RPL19, TBP, and YWHAZ) used for data normalization. The assay consisted of a nCounter Elements TagSets (reporter and capture tags) and oligonucleotide probe pairs (reporter/probe A and capture/probe B) designed by NanoString Technologies. Oligonucleotides were supplied by Integrated DNA Technologies (Iowa, United States) as pools (one containing every Probe A and the other every probe B) at a final concentration of 5 nM per oligo and 25 nM per oligo, respectively. Probe pools were used to prepare the working pools described in subsequent steps, as per the manufacturer’s instructions. Prior to assay, pooled RNA samples were diluted in nuclease-free water to 20 ng/μL and concentration was measured using a Qubit 2.0 Flurometer (Invitrogen, United States). 140 ng of pooled RNA was combined with a master mix containing, nCounter Elements TagSets and oligonucleotide probe working pools (Integrated DNA Technologies, United States) in 0.2 mL PCR tubes, as per the manufacturer’s instructions (Supplementary Table 2). Samples were hybridized with reporter and capture probes at 67^°^C in a T100™ thermal cycler (Bio-Rad Laboratories, United States) for 18 h. To minimize potential evaporation, the thermal cycler lid was maintained 5^°^C higher than the block for the duration of the hybriziation. Following hybridization, 15 μL of RNAse-free water was added to the mixture. A total of 30 μL was loaded onto each lane of the NanoString microfluidic SPRINT™ cartridge (Seattle, United States) for automated processing on a nCounter SPRINT™ profiler (NanoString Technologies, United States).

### Data Analysis

The raw count data quality control assessment was conducted in nSolver™ Analysis Software 4.0 (NanoString Technologies, United States). Assay background correction was performed by subtracting the mean of the negative controls plus two standard deviations. Corrected counts were normalized to the geometric mean of the top 3 housekeeping genes (POLR2A, RPL19 and TBP), as determined by the geNorm algorithm. Normalization was performed using the nCounter Advanced Analysis 2.0 plugin.

Normalized mRNA counts are log2 transformed and levels were compared using a Mann–Whitney *U* test. Data in figures is expressed as mean and standard deviation (SD). All hypothesis testing was two-tailed and a *p*-value of less than 0.05 was considered statistically significant. All statistical analysis was performed using SPSS 27.0 (SPSS Inc, Chicago, United States).

## Results

### Studied Population

Baseline characteristics of experimental animals did not differ among Ph1 and Ph2 and are provided in Supplementary Table 3.

Clinical parameters during study observation period are presented at 6, 12, and 24 h of all animals alive at this time point (Supplementary Table 4). Ph2 animals displayed a higher heart rate and need for vasoactive drugs, indicating a more altered hemodynamic situation. While the PF ratio recovered to a certain degree in both injury models, Ph2 showed higher lactate levels combined with a more negative base excess, as well as lower platelet and higher neutrophil counts, pointing toward more disturbances in metabolic situation and more inflammation activation.

Levels of pro-inflammatory (IL-6 and -8) and anti-inflammatory cytokines (IL-10) were higher in Ph2 than Ph1 throughout the study observation time after induction of ARDS (Supplementary Figure 1).

The LIS was 0.28 (±0.06) in Ph1 and 0.35 (±0.06) in Ph2 (*p* 0.06 for comparison; Supplementary Figure 2). In addition, there were more alveolar thrombi present and more lung tissue was affected by necrosis in Ph2 animals.

### Levels of Messenger Ribonucleic Acid Markers Among Ovine Acute Respiratory Distress Syndrome Phenotypes All Time Points Pooled

Zinc finger DHHC-type palmitoyltransferase 18 and RBP7 were excluded because the counts were below the detection limit of the assay. 

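Log2 normalized counts of 20 features were analysed for 23 sheep, 14 with the Ph1 injury (oleic acid) and 9 with the Ph2 injury (oleic acid and intravenous lipopolysaccharide). Lung tissue came from 5 Ph1 and 3 Ph2 animals at 6 h, from 4 and 3 animals at 12 h and from 5 and 3 animals at 24 h. The first study (CELTIC) contributed 12 animals, 8 of Ph1 and 4 of Ph2, and the second (STARDUST) 11, 6 of Ph1 and 5 of Ph2. All 8 animals at 24 h belonged to STARDUST. The nCounter assay counts hybridized probe pairs without amplification. According to the methods, the authors subtracted background, divided by the geometric mean of housekeeping genes and took log2. In every animal, the unlogged values of the 20 features were whole numbers times a single factor, with a largest deviation of 3.55e-10 when the smallest fitting whole numbers were taken. On that basis, the features summed to between 13871 and 34415 counts per animal, with a median of 20457 in Ph1 and 19320 in Ph2. The deposited table lists the features by tag identifiers, and no table used here pairs them with genes. A feature was therefore named by the values of the article, as the marker whose group means in Supplementary Figure 3, measured on the picture, it matched most often within 0.1. All 6 group means matched for 12 markers, 5 for RETN and 4 for GPR84, and the next best feature matched at most 2. This rule was chosen after the root mean square distance had placed RETN on the feature T039 (0.32) instead of T003 (0.37), while both measures gave the same feature for the other 13 markers. The article's figure and p-values were made from these measurements, so values under these names are no independent check of it. The phenotypes were compared with the exact two-sided Mann-Whitney U test.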

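The features T007 and T011, which were matched to none of the 14 markers, had the lowest counts. T007 had between 3 and 16 counts per animal (median 7) and T011 between 2 and 41 (median 8). They stood at places 7 and 11 of the deposited table, the places of ZDHHC19 and RBP7 in the probe table of the supplement, but no table pairs the features with these genes. Low counts also occurred among the markers kept for the comparison. The lowest count was 4 for OLFM4, 6 for CD177 and 11 for MMP8. The count was at or below the higher of T007 and T011 of the same animal in 3 animals for OLFM4, 4 for CD177 and 2 for MMP8.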

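In the 23 animals, the mean log2 normalized count differed between Ph2 and Ph1 in the direction of the human subphenotypes for 13 of 14 markers. A count as large arose in 11306 of the 817190 possible splits of the animals into groups of 14 and 9 (one-sided exact permutation test, p = 0.0138). The count moved most among the 11 STARDUST animals taken alone, to 9 markers. GPR84 was 9.05 ± 1.20 in Ph2 (SD, n = 9) and 7.53 ± 1.14 in Ph1 (SD, n = 14), a difference of 1.52 (exact p = 0.00857, adjusted p = 0.0600 with Benjamini-Hochberg adjustment over the 14 markers). In 8 of 9 Ph2 animals GPR84 lay above the Ph1 median. SULF2 was 6.88 ± 0.36 in Ph2 and 7.17 ± 0.33 in Ph1, a difference of -0.29 (exact p = 0.0230, adjusted p = 0.107), and 1 of 9 Ph2 animals lay above the Ph1 median. Among CELTIC and STARDUST animals taken alone, the difference of GPR84 was 1.98 and 1.11 (exact p = 0.00404 and 0.247), and that of SULF2 -0.33 and -0.19 (exact p = 0.153 and 0.247). When the means of SULF2 were compared by an exact permutation test, p was 0.0628. ADGRE3 and MME differed by -0.40 and -0.49 (exact p = 0.0534 and 0.0622). The other 9 markers with the human direction had exact p-values between 0.124 and 0.829. Among these, the differences of RETN (0.060) and LCN2 (0.081) were far smaller than the SD of 0.47 and 0.65 between the Ph1 animals, and both changed sign with time point and study as blocks in limma. OLFM4 and HAL changed sign among the STARDUST animals, and TCN1 without the 24 h animals. OLFM4 differed by 1.42 (exact p = 0.159), with an SD of 2.62 in Ph2 and 1.69 in Ph1, the widest of the markers.

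**Figure D1:**
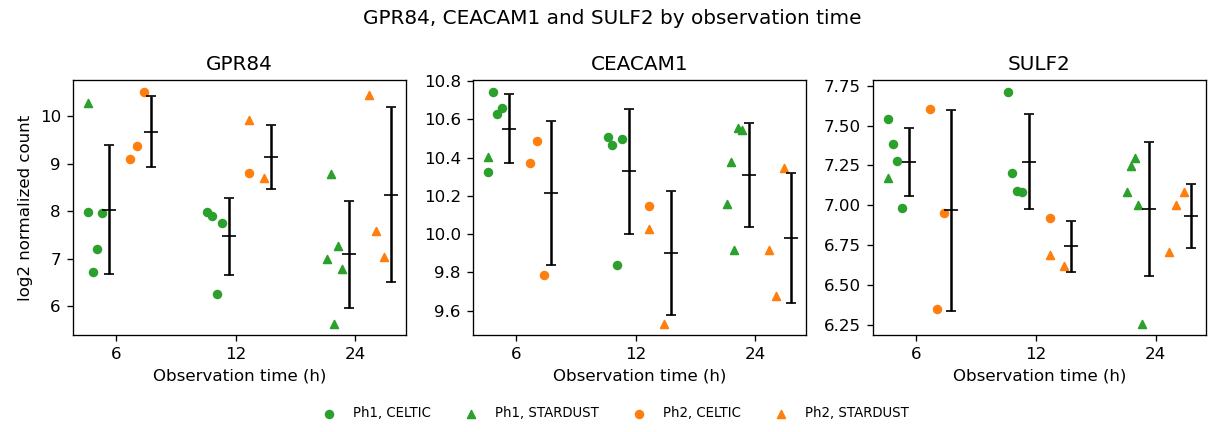
Log2 normalized counts of GPR84, CEACAM1 and SULF2 (y axis) at 6, 12 and 24 h (x axis) in Ph1 (green) and Ph2 (orange) animals of CELTIC (circles) and STARDUST (triangles), with mean and SD in black. Over all time points GPR84 was higher in Ph2 by 1.52, and SULF2 differed by -0.29.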

Among the remaining 14 mRNA markers, in all animals over all time points, 13 markers showed similar trends in the ovine phenotypes as previously reported (12) in the MARS cohort (Figure 2): MMP8 (*p* 0.14), OLFM4 (*p* 0.15), RETN (*p* 0.37), GPR84 (*p* 0.009), LCN2 (*p* 0.89), ANKRD22 (*p* 0.31), CD177 (*p* 0.12), TNC1 (*p* 0.44) were more upregulated in Ph2 whereas MME (*p* 0.06), ADGRE3 (*p* 0.05), TGFBI (*p* 0.12), HAL (*p* 0.31), and SULF2 (*p* 0.02) expression was higher in Ph1. Only one mRNA marker, CEACAM1 (*p* 0.007), reported as upregulated in P2 in the MARS cohort, was consistently lower in Ph2 animals than in Ph1 at all time points.

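CEACAM1 was 10.03 ± 0.33 in Ph2 (SD, n = 9) and 10.40 ± 0.27 in Ph1 (SD, n = 14), a difference of -0.37 (exact Mann-Whitney U test, p = 0.00689, adjusted p = 0.0600). In 1 of 9 Ph2 animals CEACAM1 lay above the Ph1 median. The difference was -0.34 at 6 h, -0.43 at 12 h and -0.33 at 24 h, with exact p-values of 0.250, 0.229 and 0.250. Within the studies, it was -0.26 among CELTIC animals (exact p = 0.109) and -0.43 among STARDUST animals (exact p = 0.0520).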

**FIGURE 2:**
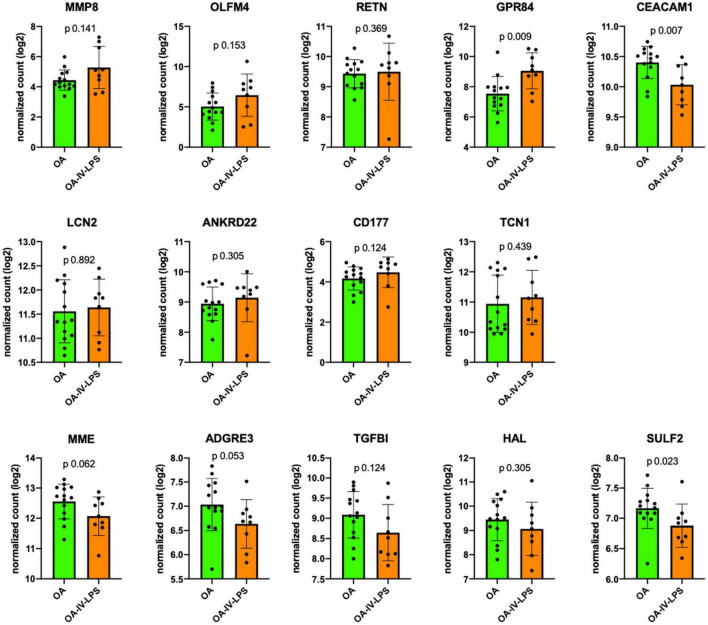
Comparison of mRNA expression markers between animals injured with OA (=Ph1) and OA-IV-LPS (=Ph2; in all animals, all time points of tissue harvesting). Figure legend: *y*-axis displays log2 normalized count of the respective mRNA marker at all sampling times (6 h: Ph1 *n* = 5, Ph2 *n* = 3; 12 h: Ph1 *n* = 4, Ph2 *n* = 3; 24 h: Ph1 *n* = 5, Ph2 *n* = 3). Error bar displays standard deviation, *p* value for comparison using Mann–Whitney *U* test. Abbreviations: OA, oleic acid; OA-IV-LPS, oleic acid and lipopolysaccharide intravenously; MMP8, matrix metalloproteinase 8; OLFM4, olfactomedin; RETN, resistin; GPR84G, protein-coupled receptor 84; CEACAM1, CEA cell adhesion molecule 1; LCN2, lipocalin 2; ANKRD22, ankyrin repeat domain 22; CD177, CD177 molecule; TCN1, transcobalamin 1; MME, membrane metalloendopeptidase; ADGRE3, adhesion G protein-coupled receptor E3; TGFBI, transforming growth factor beta induced; HAL, histidine ammonia-lyase; and SULF2, sulfatase 2.

### Levels of Messenger Ribonucleic Acid Markers According to Time Point of Tissue Harvesting

Differentiation according to observation time revealed that MMP8, GPR84, and ANKRD22 expression was higher at all time points among Ph2 and MME, TGFBI, and SULF2 among Ph1 animals. Furthermore, OLFM4 and CD177 expression was higher in Ph2 at all time points except at 24 h, and the same was shown for ADGRE3 and HAL in Ph1. 

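Within single time points, 0 of the 42 comparisons reached an unadjusted p below 0.05 by the exact Mann-Whitney U test, and the 4 and 3 animals at 12 h allow no exact p below 0.0571. MMP8 differed between Ph2 and Ph1 by 1.35 at 6 h, 0.31 at 12 h and 0.83 at 24 h, where the SD of the Ph2 animals was 2.14 and the difference without SD9 was -0.40. GPR84 differed by 1.63, 1.67 and 1.26, and at 24 h by 0.21 without SD8. ANKRD22 differed by 0.31 at 6 h and 0.24 at 12 h, and at 24 h it was 8.49 ± 1.16 in Ph2 (SD, n = 3) and 8.50 ± 0.48 in Ph1 (SD, n = 5), a difference of -0.0072. The sign of ANKRD22 turned at 6 and at 24 h when each animal was centred on the median of its 14 markers. MME differed by -0.15, -0.37 and -0.94, at 6 h by 0.081 among CELTIC animals and at 24 h by -0.27 without SD9. TGFBI differed by -0.65, -0.66 and -0.046, and SULF2 by -0.30, -0.53 and -0.045. At 24 h the differences of TGFBI and SULF2 were smaller than the SD of 0.48 and 0.42 between the Ph1 animals and changed sign with the same centring. Leaving out each animal in turn, the difference at 24 h lay between -0.50 and 0.63 for ANKRD22, which changed sign without SD2, SD7, SD10 or SD11. It lay between -0.39 and 0.46 for TGFBI, which changed sign without SD2, SD7 or SD9. For SULF2 it lay between -0.23 and 0.069, with a change of sign without SD7, SD10 or SD8. At 6 h, SULF2 differed by 0.0063 without C5.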

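OLFM4 was higher in Ph2 by 2.31 at 6 h and 2.96 at 12 h, and the difference at 24 h was -0.75. At 24 h OLFM4 had only 7 counts in SD8 and 6 in SD11 of Ph2. The higher of T007 and T011 had 10 and 15 counts in these animals. For CD177 the differences were 0.59, 0.60 and -0.30. At 24 h CD177 was also below the higher of T007 and T011 in SD11 of Ph2 and in SD1 and SD7 of Ph1. ADGRE3 differed by -0.79, -0.59 and 0.17, and HAL by -1.05, -0.79 and 0.71. The smallest exact p among these comparisons was 0.0571, for OLFM4 and ADGRE3 at 12 h. At 24 h, the difference of OLFM4 was -0.054 without SD8 and that of HAL 0.15 without SD9. That of CD177 was 0.16 without SD11 and that of ADGRE3 -0.15 without SD9, and ADGRE3 also changed sign without SD10. In a limma model of phenotype and time point, the interaction had an unadjusted p of 0.0429 for OLFM4 and an adjusted p of 0.601. For OLFM4 the interaction includes the low counts of SD8 and SD11. For the other 3 markers its unadjusted p lay between 0.148 and 0.252.

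**Figure D2:**
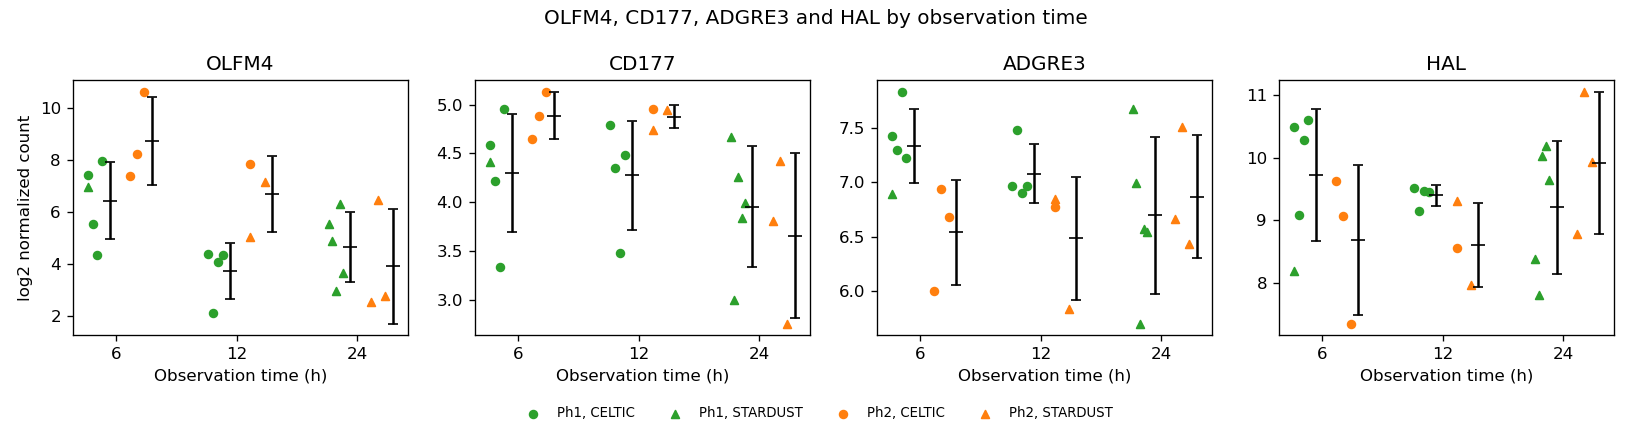
Log2 normalized counts of OLFM4, CD177, ADGRE3 and HAL (y axis) at 6, 12 and 24 h (x axis) in Ph1 (green) and Ph2 (orange) animals of CELTIC (circles) and STARDUST (triangles), with mean and SD in black. At 24 h the differences between Ph2 and Ph1 were -0.75, -0.30, 0.17 and 0.71. OLFM4 at 24 h rests on 7 counts in SD8 and 6 in SD11 of Ph2.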

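At 6 h, LCN2 was 11.20 ± 0.63 in Ph2 (SD, n = 3) and 11.34 ± 0.91 in Ph1 (SD, n = 5). TCN1 was 11.37 ± 1.04 in Ph2 and 11.92 ± 0.45 in Ph1. RETN was 9.67 ± 0.52 in Ph2 and 9.61 ± 0.49 in Ph1. All 3 differences were smaller than the SD between the Ph2 animals, with an exact p of 1 for LCN2, 0.786 for TCN1 and 1 for RETN. That of TCN1, -0.55, was larger than the SD of 0.45 between the Ph1 animals. With each animal left out in turn, the difference lay between -0.50 (without G33) and 0.25 (without SD6) for LCN2, between -0.17 (without G33) and 0.34 (without C4) for RETN, and between -1.10 and -0.070 for TCN1. LCN2 changed sign without SD6, C4 or C5, and RETN without C1, C5 or G33.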

At 6 h, LCN2, RETN, and TCN1 showed lower expression levels in Ph2 than Ph1 (Figure 3 and Supplementary Figure 3).

**FIGURE 3:**
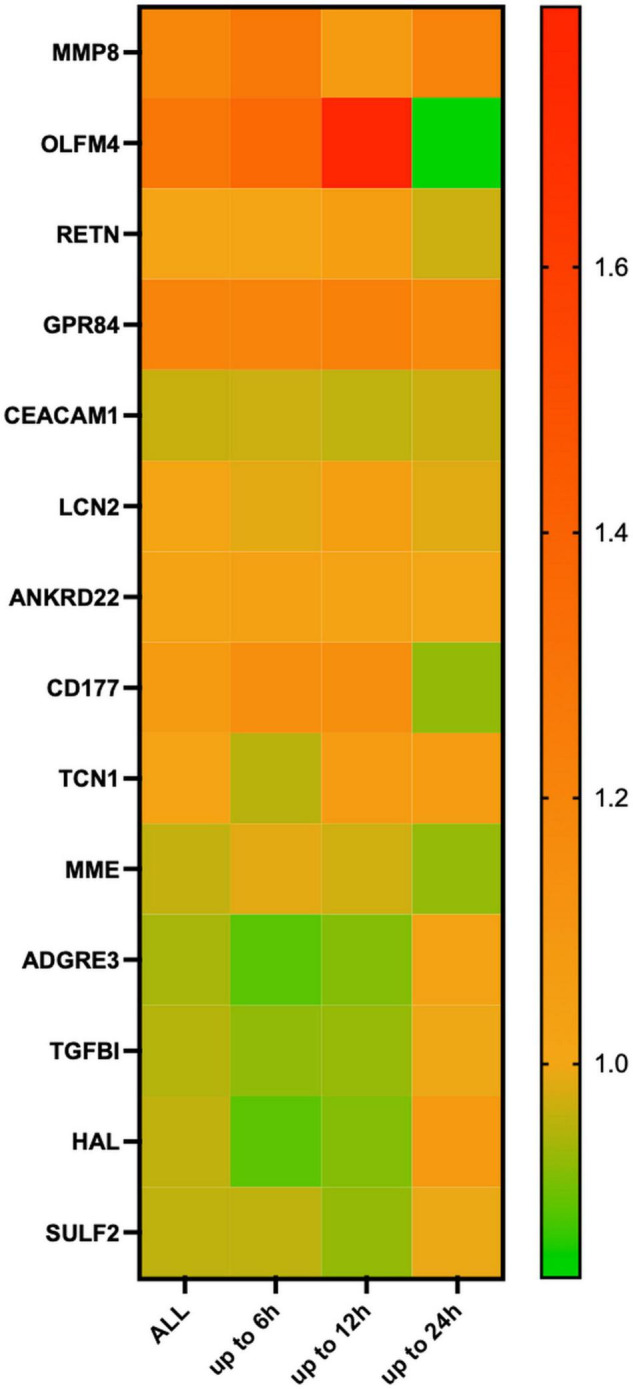
Heatmap of relative changes in means in log2 normalized count in mRNA markers, according to time point of tissue harvesting. Figure legend: 8 animals available for analysis at 6 h (Ph1 *n* = 5, Ph2 *n* = 3), 7 at 12 h (Ph1 *n* = 4, Ph2 *n* = 3) and 8 animals at 24 h (Ph1 *n* = 5, Ph2 *n* = 3). Relative changes shown on the right *y*-axis were calculated as log2-normalized count of OA-IV-LPS divided by log2-normalized count of OA for each time point. Abbreviations: OA, oleic acid; OA-IV-LPS, oleic acid and lipopolysaccharide intravenously; MMP8, matrix metalloproteinase 8; OLFM4, olfactomedin; RETN, resistin; GPR84G, protein-coupled receptor 84; CEACAM1, CEA cell adhesion molecule 1; LCN2, lipocalin 2; ZDHHC18, zinc finger dhhc-type palmitoyltransferase 18; ANKRD22, ankyrin repeat domain 22; CD177, CD177 molecule; TCN1, transcobalamin 1; MME, membrane metalloendopeptidase; RBP7, retinol binding protein 7; ADGRE3, adhesion G protein-coupled receptor E3; TGFBI, transforming growth factor beta induced; HAL, histidine ammonia-lyase; and SULF2, sulfatasse 2.

## Discussion

In two different ovine ARDS phenotypes, mimicking some key features of the presumably inflammatory subgroups in human ARDS (10), we aimed to validate the most differentially expressed mRNA markers in human ARDS subphenotypes (12).

We report two major findings: *First*, 13 of the 14 genetic markers tested in ovine lung tissue have shown similar trends in ovine Ph2/Ph1 phenotypes as reported in human blood leukocytes in the MARS cohort (12). However, only 3 markers reached statistical significance, most likely due to small samples sizes per assessed group. 

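GPR84, CEACAM1 and SULF2 had an unadjusted p below 0.05. After Benjamini-Hochberg adjustment of the exact Mann-Whitney U test over the 14 markers, 0 markers had an adjusted p below 0.05 and 2 below 0.1. SULF2 had p = 0.0953 in limma without blocks, and between 0.0688 and 0.159 with time point, study or both as blocks in limma or with labels permuted within time points (exact permutation test). In the same 4 forms, MME had p between 0.0237 and 0.0445 and MMP8 between 0.0156 and 0.0345, against 0.0707 and 0.0542 in limma without blocks. GPR84 and CEACAM1 stayed below 0.05 in all of them. The number of markers with an unadjusted p below 0.05 was 5 among the CELTIC animals, 1 among the STARDUST animals and 6 without the 24 h animals. Without SD11 it was 6, and without SD8 5. On simulated markers with the same 14 and 9 animals, the exact test called 89% of shifts of 1.5 SD (unadjusted p below 0.05). Smaller shifts were not simulated. SULF2, for example, differed by -0.29, less than its SD of 0.36 in Ph2 and 0.33 in Ph1. The simulation therefore does not give the power for differences of that size.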

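Within Ph1, TCN1 and MME differed between time points (exact permutation Kruskal-Wallis test, adjusted p = 0.0205 for both). TCN1 in Ph1 was 11.92 ± 0.45 at 6 h, 10.08 ± 0.089 at 12 h and 10.65 ± 0.82 at 24 h (SD, n = 5, 4 and 5). MME in Ph1 was 12.03 ± 0.62, 12.61 ± 0.14 and 13.04 ± 0.20. By an exact permutation F test of means, the adjusted p of both was 0.0515. With 1 animal left out, the number of such markers was 0 without C1, C3, C11, SD2 or SD7 and 1 without SD10 or SD14. Within Ph2, the exact permutation Kruskal-Wallis test gave 0 markers with an adjusted p below 0.05 and 1 with an unadjusted p below 0.05, OLFM4 (exact p = 0.0286). Its values at 24 h rest on only 7 counts in SD8 and 6 in SD11. With the 3 Ph2 animals per time point, the Kruskal-Wallis test called only 26.5% of simulated shifts of 3 SD at 24 h (unadjusted p below 0.05). The exact permutation F test of means called 75.5% of them at the same threshold. Neither share gives the power at an adjusted p below 0.05. With 3 animals per time point, the smallest possible p of either test leaves a marker alone short of that. In Ph2 the F test gave 0 markers with an adjusted p below 0.05 (lowest 0.300). It gave 2 with an unadjusted p below 0.05, CD177 and OLFM4 (exact p = 0.0357 and 0.0429). The interaction of phenotype and time point in limma had an adjusted p below 0.05 for 0 markers and an unadjusted p below 0.05 for 1.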

*Second*, mRNA expression among tissue harvesting time points showed some differences, indicating that the gene expression in ARDS phenotypes is time-dependent over the course of the disease.

Our results indicate that similar pathways might be involved (e.g., oxidative phosphorylation, NF-κB pathway) in human and ovine ARDS subgroups. This assumption has been underlined in a recent analysis, showing important similarities in gene expression patterns in human tracheal aspirate in P2 with animal models of ARDS induced by LPS (11). 

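When phenotype labels were permuted only among animals of the same time point, a count of 13 markers or more with the human direction arose with p = 0.0123 (one-sided exact permutation test over 109760 arrangements). With each animal left out in turn, the count lay between 12 and 13. With time point and study as blocks in limma it was 11. No gene of these pathways other than the 14 markers was analysed here. From the similar trends, the paper proposes that similar pathways might be involved in the ARDS subgroups of both species.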

In the MARS cohort, mRNA markers of oxidative phosphorylation (MMP8) and neutrophil activation and function (MMP8, OLFM4, LCN2, and CD177) were shown to be a hallmark of the hyperinflammatory (or “reactive”) subphenotype (12). This finding adds evidence to the hypothesis that differentiation among presumably inflammatory ARDS subphenotypes is likely based on inflammatory pathways.

NF-κB is an important pathway in clinical ARDS (16) and LPS is known to cause NF-kB induction (17). Therefore, the higher expression in Ph2 animals of OLFM4, LCN2, TCN1, ANKRD22, RETN, and ANKRD22 can at least partially be explained by the injury model caused by OA and additional LPS IV. It also needs to be considered that because of the additional LPS injury, our ovine Ph2 model might reflect more a sepsis-related ARDS model, potentially better comparable to the MARS cohort than other described ARDS populations but not to other ARDS cohorts.

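The mean difference between Ph2 and Ph1 had the direction of the human subphenotypes for 11 of 14 markers at 6 h, 13 at 12 h and 6 at 24 h. One-sided exact permutation tests over the splits of each time point's animals gave p = 0.107 at 6 h, p = 0.0571 at 12 h and p = 0.750 at 24 h. At 12 h, 2 of 35 splits had a count as large. All Ph1 animals at 12 h came from CELTIC, while SD4 and SD13 of Ph2 came from STARDUST. These splits therefore do not separate phenotype from study at 12 h. With each animal left out in turn, the count lay between 10 and 12 at 6 h and between 5 and 9 at 24 h, the highest without SD11, and stayed at 13 at 12 h.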

Deviation from matching trends in ovine mRNA levels as compared to human ARDS subphenotypes was mostly seen in animals assessed at 24 h. Potential explanations for this finding are that mRNA expression is likely to change over time in the dynamic biological process of ARDS. However, this assumption could not be assessed in the MARS cohort with early sampling within 24 h of ICU admission. 

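Taken alone, the 12 CELTIC animals, all from 6 and 12 h, had the human direction for 13 of 14 markers (one-sided exact permutation test, p = 0.0242), which leaves the time points out of account. With differences taken and labels permuted within time points, the count among them was 11, and a count as large arose in 24 of 175 arrangements (one-sided exact permutation test, p = 0.137), with TCN1 at -0.049 and MME at 0.016. Among the STARDUST animals, a count of 9 or more arose in 138 of 462 splits (p = 0.299 by the same exact test). The RNA integrity number, as the mean of 3 lobes, was 7.02 ± 0.64 in CELTIC (SD, n = 12) and 8.15 ± 0.53 in STARDUST (SD, n = 11). The features summed to a median of 16183.5 counts in CELTIC and 21902 in STARDUST. The interaction of phenotype and study in limma had an adjusted p below 0.05 for 0 markers and an unadjusted p below 0.05 for 1, OLFM4 (0.0159). Since no CELTIC animal was taken at 24 h, study and the 24 h time point cannot be told apart.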

As the animals assessed at 24 h were all part of the second study, completed 2 years after the first one, the time gap between the completion of the two studies has to be considered: the same breed of sheep but a different flock was used for experiments in study 2, this could explain parts of the reported heterogeneity. Additionally, while the induction of ARDS phenotypes and the intra-experimental handling was the same, a potential influence of sample age between between study 1 and 2 on the expression results at 24 h cannot be excluded.

Some important limitations of our study have to be considered: *First*, mRNA expression has previously been reported in peripheral leukocytes (12) rather than lung tissue. We can safely assume that mRNA expression in circulation differs from the alveolar space but to what extent cannot be determined in this study as we did not have mRNA in plasma available for analysis. *Second*, the number of biological replicates per time point is limited and consequently so is the translatability of results. *Third*, as the observed changes in gene expression may not reflect translation into proteins, any conclusion about underlying biological mechanisms is limited. *Fourth*, for a more homogenous view, we combined lung tissue from upper, middle and lower lobes of the right lung. However, due to the heterogeneous affection of different parts of the lungs in ARDS, localized differences in mRNA expression should also be investigated. *Fifth*, we did not sample for blood cultures, therefore we cannot exclude the development of an infection over the course of the study, potentially introducing a bias in the later results. *Sixth*, since all studied animals were female, we cannot determine whether the factor gender might contribute to the findings.

## Conclusion

Thirteen of 14 mRNA markers, overexpressed in human P2 and P1 ARDS subphenotypes, respectively, revealed similar expression patterns in our ovine model of ARDS phenotypes.

## Data Availability Statement

The datasets presented in this study are publicly available in the GEO repository, accession number: GSE206888.

## Ethics Statement

The animal study was reviewed and approved by Queensland University of Technology, Brisbane, Australia: Office of Research Ethics and Integrity.

## Author Contributions

KW, KH, JM, JF, and JS: conception and design of work, analysis and interpretation of data. KW, KH, JM, SL, MP, MB, EW, GL, JF, and JS: acquisition of data, drafting the work or revising it critically for important intellectual content, final approval of the version submitted for publication, and agreement to be accountable for all aspects of the submitted work. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

KW has received research funding from the Julia und Gottfried Bangerter-Rhyner Stiftung, the Prince Charles Hospital Foundation and the Wesley Medical Research Foundation. In addition, she received a Ph.D. scholarship from the University of Queensland. Samantha Livingstone received a Ph.D. scholarship of the Prince Charles Foundation. GL has received research funds, through his affiliated institution from Fisher & Paykel. JS has received an Advance Queensland Industry Research Fellowship and JF received grant funding from Fisher & Paykel, the Prince Charles Hospital Foundation and the Wesley Medical Research Foundation. KW, KH, JM, SL, MP, MB, EW, GL, JF, and JS are members of the Critical Care Research Group.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

ADGRE3: adhesion G protein-coupled receptor E3
ANKRD22: ankyrin repeat domain 22
ARDS: acute respiratory distress syndrome
CD177: cluster of differentiation 177 molecule
CEACAM1: CEA cell adhesion molecule 1
GPR84: G protein-coupled receptor 84
HAL: histidine ammonia-lyase
LCN2: lipocalin 2
LIS: lung injury score
LPS: lipopolysaccharide
MARS: molecular diagnosis and risk stratification of sepsis
MME: membrane metalloendopeptidase
MMP8: matrix metalloproteinase 8
mRNA: messenger ribonucleic acid
NFkB: nuclear factor kappa-light-chain-enhancer of activated B cells
OA: oleic acid
OA-IV-LPS: oleic acid and lipopolysaccharid intravenously
OLFM4: olfactomedin 4
P1: human hypoinflammatory subphenotype
P2: human hyperinflammatory subphenotype
Ph1: ovine hypoinflammatory phenotype
Ph2: ovine hyperinflammatory phenotype
PF: PaO_2_/FiO_2_ ratio
RBP7: retinol binding protein 7
RETN: resistin
SD: standard deviation
SULF2: sulfatase 2
TCN1: transcobalamin 1
TGFBI: transforming growth factor beta induced
ZDHHC18: zinc finger DHHC-type palmitoyltransferase 18.

## References

[1] AshbaughDGBigelowDBPettyTLLevineBE. Acute respiratory distress in adults. *Lancet.* (1967) 2:319–23. 10.1016/S0140-6736(67)90168-74143721

[2] BellaniGLaffeyJGPhamTFanEBrochardLEstebanA Epidemiology, patterns of care, and mortality for patients with acute respiratory distress syndrome in intensive care units in 50 countries. *J Am Med Assoc.* (2016) 315:788–800. 10.1001/jama.2016.0291 26903337

[3] SantacruzCAPereiraAJCelisEVincentJ. Which multicenter randomized controlled trials in critical care medicine have shown reduced mortality? A systematic review. *Crit Care Med.* (2019) 47:1680–91. 10.1097/CCM.0000000000004000 31567349

[4] CalfeeCSDelucchiKParsonsPETaylorBWareLBMatthayMA. Latent class analysis of ARDS subphenotypes: analysis of data from two randomized controlled trials. *Lancet Respir Med.* (2014) 2:611–20. 10.1016/S2213-2600(14)70097-924853585PMC4154544

[5] FamousKRDelucchiKWareLBKangelarisKNLiuKDThompsonBT Acute respiratory distress syndrome subphenotypes respond differently to randomized fluid management strategy. *Am J Respir Crit Care Med.* (2017) 195:331–8. 10.1164/rccm.201603-0645OC 27513822PMC5328179

[6] BosLDSchoutenLRvan VughtLAWiewelMAOngDSYCremerO Identification and validation of distinct biological phenotypes in patients with acute respiratory distress syndrome by cluster analysis. *Thorax.* (2017) 72:876–83. 10.1136/thoraxjnl-2016-209719 28450529PMC5964254

[7] SinhaPDelucchiKLThompsonBTMcAuleyDFMatthayMACalfeeCS. Latent class analysis of ARDS subphenotypes: a secondary analysis of the statins for acutely injured lungs from sepsis (SAILS) study. *Intensive Care Med.* (2018) 44:1859–69. 10.1007/s00134-018-5378-3 30291376PMC6317524

[8] CalfeeCSDelucchiKLSinhaPMatthayMAHackettJShankar-HariM Acute respiratory distress syndrome subphenotypes and differential response to simvastatin: secondary analysis of a randomised controlled trial. *Lancet Resp Med.* (2018) 0:1–8. 3007861810.1016/S2213-2600(18)30177-2PMC6201750

[9] YehyaN. Lessons learned in acute respiratory distress syndrome from the animal laboratory. *Ann Transl Med.* (2019) 7:503–503. 10.21037/atm.2019.09.33 31728356PMC6828793

[10] MillarJEWildiKBartnikowskiNBouquetMHyslopKPassmoreMR Characterizing preclinical sub-phenotypic models of acute respiratory distress syndrome: an experimental ovine study. *Physiol Rep.* (2021) 9:e15048. 10.14814/phy2.15048 34617676PMC8495778

[11] SarmaAChristensonSAZhaBSOliveiraANeytonLPAMickE Hyperinflammatory ARDS is characterized by interferon-stimulated gene expression, T-cell activation, and an altered metatranscriptome in tracheal aspirates. *medRxiv.* (2022). [Preprint]. 10.1101/2022.03.31.22272425

[12] BosLDSciclunaBPOngDYCremerOvan der PollTSchultzMJ. Understanding heterogeneity in biological phenotypes of ARDS by leukocyte expression profiles. *Am J Respir Crit Care Med.* (2019) 200:42–50. 10.1164/rccm.201809-1808OC 30645145

[13] MercatARichardJ-CMVielleBJaberSOsmanDDiehlJ-L Positive end-expiratory pressure setting in adults with acute lung injury and acute respiratory distress syndrome: a randomized controlled trial. *J Am Med Assoc.* (2008) 299:646–55. 10.1001/jama.299.6.646 18270353

[14] MillarJEBartnikowskiNPassmoreMRObonyoNGMalfertheinerMVvon BahrV Combined mesenchymal stromal cell therapy and extracorporeal membrane oxygenation in acute respiratory distress syndrome. A randomized controlled trial in sheep. *Am J Respir Crit Care Med.* (2020) 202:383–92. 10.1164/rccm.201911-2143OC 32293914PMC7397785

[15] Matute-BelloGDowneyGMooreBBGroshongSDMatthayMASlutskyAS An official American thoracic society workshop report: features and measurements of experimental acute lung injury in animals. *Am J Resp Cell Mol Biol.* (2011) 44:725–38. 10.1165/rcmb.2009-0210ST 21531958PMC7328339

[16] MoinePMcIntyreRSchwartzMDKanekoDShenkarRTulzoY NF-κB regulatory mechanisms in alveolar macrophages from patients with acute respiratory distress syndrome. *Shock.* (2000) 13:85–91. 10.1097/00024382-200013020-00001 10670837

[17] ChenHBaiCWangX. The value of the lipopolysaccharide-induced acute lung injury model in respiratory medicine. *Expert Rev Respir Med.* (2010) 4:773–83. 10.1586/ers.10.71 21128752

# Supplementary material for: Validation of Messenger Ribonucleic Acid Markers Differentiating Among Human Acute Respiratory Distress Syndrome Subgroups in an Ovine Model of Acute Respiratory Distress Syndrome Phenotypes
**Source:** Front Med (Lausanne). 2022 Jul 5;9:961336. doi: 10.3389/fmed.2022.961336
**Supplement:** Supplementary file 1

**SUPPLEMENTAL MATERIAL**

**SUPPLEMENTAL METHODS**

1. **Short study description: a) CELTIC and b) STARDUST**
2. **Quality and concentration of mRNA after extraction: eTable 1**
3. **Nanostring probe sequences: eTable 2**

**SUPPLEMENTAL RESULTS**

1. **Baseline data all animals (before induction of lung injury): eTable 3**
2. **Clinical and laboratory parameters at 6, 12 and 24 hours: eTable 4**
3. **Cytokine levels in plasma among Ph1 and Ph2 at different time points: eFigure 1**
4. **Lung Injury Score (LIS) among Ph1 and Ph2: eFigure 2**
5. **Levels of mRNA markers among different time points of tissue harvesting: eFigure 2**

**SUPPLEMENTAL REFERENCES**

1. **Study aims and methods: CELTIC and STARDUST**

The CELTIC (Combining Extracorporeal Life Support and Cell Therapy In Critical Illness) study was a preclinical ovine study to determine the safety and efficacy of mesenchymal stromal cell therapy in ovine ARDS supported by extracorporeal membrane oxygenation (ECMO). The study was performed between 01/2017 until 07/2018 (ethics approval number QUT1600001108) at the Medical Engineering Research Facility in Brisbane, Australia (1). For this analysis, only control animals with ARDS but without ECMO support or stem cell treatment were assessed (n=12).

The STARDUST (The Significance of different Subphenotypes in Acute Respiratory Distress Syndrome for Effective Treatment) was a randomized blinded preclinical study to assess treatment efficacy in phenotypes of ovine ARDS (ethics approval number QUT1800000606). For this analysis, animals in the pilot study, observed up to 24 hours, were analyzed (n=11).

**2. Quality and concentration of mRNA after extraction: eTable 1**

| **Study** | **Sample ID** | **Time point** | **Condition** | **RUL RIN** | **Conc. (ng/uL)** | **260/280** | **260/230** | **RML RIN** | **Conc. (ng/uL)** | **260/280** | **260/230** | **RLL RIN** | **Conc.** | **260/280** | **260/230** | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| STARDUST | 2 | 24 | P1 | 7.9 | 2196.62 | 1.96 | 2.14 | 7.5 | 1005.18 | 2.03 | 2.16 | 9.1 | 975.65 | 1.98 | | 1.87 | |
| STARDUST | 7 | 24 | P1 | 6.3 | 1675.08 | 1.92 | 1.89 | 7.5 | 943.84 | 2.03 | 2.13 | 8.5 | 1117.37 | 1.99 | | 1.91 | |
| STARDUST | 10 | 24 | P1 | 8.9 | 1491.46 | 2.03 | 2.10 | 7.5 | 1460.57 | 2.03 | 2.07 | 9.7 | 1224.16 | 2.02 | | 2.1 | |
| STARDUST | 1 | 24 | P1 | 7.1 | 1299.57 | 1.96 | 2.16 | 7.3 | 1543.58 | 1.95 | 2.15 | 8.9 | 896.74 | 1.98 | | 2.15 | |
| STARDUST | 6 | 6 | P1 | 8.3 | 965.85 | 1.97 | 2.12 | 9.4 | 863.72 | 1.99 | 1.95 | 8.9 | 751.51 | 2.00 | | 1.95 | |
| STARDUST | 14 | 24 | P1 | 7.2 | 845.29 | 2.04 | 2.09 | 8.1 | 1822.91 | 2.01 | 2.08 | 7.2 | 818.91 | 2.00 | | 2.14 | |
| STARDUST | 4 | 12 | P2 | 5.2 | 1062.26 | 1.89 | 2.26 | 8.6 | 1474.32 | 1.99 | 2.12 | 8.7 | 847.00 | 2.03 | | 2.12 | |
| STARDUST | 8 | 24 | P2 | 6.9 | 1767.86 | 2.00 | 2.03 | 8.9 | 1636.72 | 2.02 | 2.09 | 8.5 | 2033.49 | 2.00 | | 2.11 | |
| STARDUST | 13 | 12 | P2 | 8.1 | 794.56 | 2.01 | 1.85 | 8.6 | 1476.62 | 2.00 | 2.08 | 9.1 | 1461.32 | 2.03 | | 2.02 | |
| STARDUST | 9 | 24 | P2 | 8.4 | 1614.84 | 2.01 | 2.10 | 7.8 | 993.86 | 2.01 | 2.13 | 8.9 | 1408.04 | 2.03 | | 2.16 | |
| STARDUST | 11 | 24 | P2 | 7.3 | 1539.06 | 1.99 | 1.97 | 9.4 | 1104.34 | 2.02 | 2.15 | 9.1 | 952.74 | 2.04 | | 2.05 | |
| CELTIC | 1 | 6 | P1 | 7.0 | 1527.98 | 1.99 | 2.14 | 7.1 | 1118.71 | 2.01 | 2.25 | 6.7 | 1300.09 | 2.06 | | 2.14 | |
| CELTIC | 2 | 6 | P1 | 6.6 | 1949.56 | 1.98 | 2.15 | 7.2 | 1005.18 | 2.03 | 2.16 | 6.4 | 1124.01 | 2.00 | | 2.25 | |
| CELTIC | 3 | 6 | P1 | 6.0 | 784.9 | 2.00 | 2.15 | 7.2 | 1564.60 | 2.00 | 2.21 | 8.2 | 1262.79 | 1.98 | | 2.22 | |
| CELTIC | 11 | 6 | P1 | 6.6 | 1581.68 | 2.00 | 2.14 | 7.3 | 1116.56 | 2.02 | 2.12 | 7.3 | 1324.82 | 1.95 | | 2.20 | |
| CELTIC | 4 | 6 | P2 | 7.2 | 1147.64 | 2.00 | 2.13 | 6.3 | 1042.06 | 2.02 | 2.13 | 6.0 | 898.46 | 2.04 | | 2.10 | |
| CELTIC | 5 | 6 | P2 | 6.6 | 940.58 | 2.02 | 2.03 | 6.1 | 807.67 | 2.05 | 2.21 | 7.0 | 922.87 | 2.04 | | 2.10 | |
| CELTIC | 17 | 12 | P1 | 7.2 | 294.79 | 1.91 | 1.76 | 6.9 | 840.77 | 2.01 | 1.88 | 6.5 | 626.39 | 2.02 | | 2.16 | |
| CELTIC | 18 | 12 | P1 | 6.3 | 278.32 | 1.95 | 2.22 | 6.9 | 440.58 | 1.96 | 1.96 | 7.7 | 1609.48 | 2.00 | | 2.17 | |
| CELTIC | 19 | 12 | P1 | 4.8 | 355.36 | 1.84 | 2.14 | 7.3 | 1089.41 | 2.04 | 2.15 | 6.4 | 671.52 | 1.96 | | 1.81 | |
| CELTIC | 21 | 12 | P1 | 7.5 | 1188.97 | 2.03 | 2.1 | 7.5 | 856.74 | 2.04 | 2.14 | 7.0 | 912.99 | 2.03 | | 1.97 | |
| CELTIC | 33G | 6 | P2 | 8.5 | 1947.75 | 1.98 | 2.15 | 8.8 | 1923.07 | 2.00 | 2.16 | 9.0 | 729.15 | 2.03 | | 2.13 | |
| CELTIC | 34G | 12 | P2 | 6.4 | 613.42 | 2.04 | 2.01 | 8.1 | 1512.56 | 2.03 | 2.18 | 7.1 | 1600.09 | 2.00 | | 2.21 | |

Abbreviations: RUL = right upper lobe; RML = right middle lobe; RLL = right lower lobe; conc. = concentration; RIN = RNA integrity number; Ph1 = hypoinflammatory subphenotype; Ph2 = hyperinflammatory subphenotype; STARDUST = The significance of different endotypes in Adult Respiratory Distress Syndrome (ARDS) for effective treatment; CELTIC = Combining Extracorporeal Life Support and Cell Therapy In Critical Illness; 260/280 and 260/230 = in nm, absorbance ratio of mRNA

**3. NanoString probe sequences: eTable 2**

| **Gene Symbol** | **Accession ID** | **Position** | **Probe** | **Probe Sequences** |
| --- | --- | --- | --- | --- |
| MMP8 | XM_004016526.4 | 399-498 | Probe A | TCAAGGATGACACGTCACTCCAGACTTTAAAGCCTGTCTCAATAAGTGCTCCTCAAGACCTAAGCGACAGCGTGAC  CTTGTTTCA |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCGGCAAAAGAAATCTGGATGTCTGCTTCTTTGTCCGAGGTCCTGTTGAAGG |
| OLFM4 | XM_004012247.1 | 971-1070 | Probe A | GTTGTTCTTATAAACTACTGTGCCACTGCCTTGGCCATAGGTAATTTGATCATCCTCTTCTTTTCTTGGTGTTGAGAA  GATGCTC |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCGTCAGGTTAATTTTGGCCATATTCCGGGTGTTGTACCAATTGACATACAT |
| RETN | NM_001306111.1 | 124-223 | Probe A | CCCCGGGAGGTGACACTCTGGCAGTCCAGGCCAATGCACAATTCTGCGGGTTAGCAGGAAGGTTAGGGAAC |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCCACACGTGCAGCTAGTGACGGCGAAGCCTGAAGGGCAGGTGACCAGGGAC |
| GPR84 | XM_004006274.2 | 2452-2551 | Probe A | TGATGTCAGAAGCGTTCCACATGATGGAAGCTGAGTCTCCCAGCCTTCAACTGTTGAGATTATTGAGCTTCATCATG  ACCAGAAG |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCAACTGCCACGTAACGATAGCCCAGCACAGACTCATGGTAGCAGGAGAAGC |
| CEACAM1 | XM_004015280.4 | 1104-1203 | Probe A | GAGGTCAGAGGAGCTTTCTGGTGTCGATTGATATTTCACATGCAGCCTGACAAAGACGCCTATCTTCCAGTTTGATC  GGGAAACT |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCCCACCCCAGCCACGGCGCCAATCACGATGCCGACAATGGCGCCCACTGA |
| LCN2 | XM_004005608.1 | 218-317 | Probe A | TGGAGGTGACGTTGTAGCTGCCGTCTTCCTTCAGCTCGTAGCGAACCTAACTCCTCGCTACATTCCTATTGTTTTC |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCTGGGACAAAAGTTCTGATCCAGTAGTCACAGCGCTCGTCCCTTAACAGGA |
| ZDHHC19 | XM_004003002.1 | 468-567 | Probe A | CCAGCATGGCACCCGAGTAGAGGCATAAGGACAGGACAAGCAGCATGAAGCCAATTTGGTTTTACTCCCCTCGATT  ATGCGGAGT |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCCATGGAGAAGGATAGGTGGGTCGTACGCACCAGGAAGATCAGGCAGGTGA |
| TCN1 | XM_004016508.3 | 866-965 | Probe A | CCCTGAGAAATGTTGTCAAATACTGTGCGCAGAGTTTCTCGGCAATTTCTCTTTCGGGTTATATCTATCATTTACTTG  ACACCCT |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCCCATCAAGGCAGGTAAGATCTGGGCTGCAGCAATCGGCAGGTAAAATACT |
| MME | XM_004003231.1 | 2087-2186 | Probe A | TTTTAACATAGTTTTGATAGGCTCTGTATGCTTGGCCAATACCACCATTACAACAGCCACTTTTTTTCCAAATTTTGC  AAGAGCC |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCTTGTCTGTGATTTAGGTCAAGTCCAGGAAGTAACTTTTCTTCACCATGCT |
| ADGRE3 | XM_012144956.2 | 811-910 | Probe A | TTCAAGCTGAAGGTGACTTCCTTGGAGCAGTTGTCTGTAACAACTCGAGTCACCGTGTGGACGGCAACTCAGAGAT  AACGCATAT |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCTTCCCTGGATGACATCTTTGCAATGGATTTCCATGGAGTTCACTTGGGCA |
| RBP7 | XM_004013735.4 | 213-312 | Probe A | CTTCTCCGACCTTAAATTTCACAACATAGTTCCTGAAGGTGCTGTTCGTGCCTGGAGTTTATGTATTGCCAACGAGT  TTGTCTTT |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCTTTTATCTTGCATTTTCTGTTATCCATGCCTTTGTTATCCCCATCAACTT |
| TGFBI | XM_004008814.1 | 959-1058 | Probe A | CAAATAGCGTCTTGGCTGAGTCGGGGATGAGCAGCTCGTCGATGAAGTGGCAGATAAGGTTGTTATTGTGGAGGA  TGTTACTACA |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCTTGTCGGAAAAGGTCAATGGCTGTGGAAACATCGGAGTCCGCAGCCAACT |
| HAL | XM_004007507.1 | 1334-1433 | Probe A | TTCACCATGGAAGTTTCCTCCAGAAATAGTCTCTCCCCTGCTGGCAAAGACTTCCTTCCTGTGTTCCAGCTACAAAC  TTAGAAAC |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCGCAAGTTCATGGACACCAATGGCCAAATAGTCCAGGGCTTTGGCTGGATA |
| ANKRD22 | XM_004020017.4 | 561-660 | Probe A | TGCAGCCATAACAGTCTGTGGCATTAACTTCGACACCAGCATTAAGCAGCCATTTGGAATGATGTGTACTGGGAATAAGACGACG |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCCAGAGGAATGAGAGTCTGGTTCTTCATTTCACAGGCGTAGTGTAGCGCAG |
| SULF2 | XM_004014874.1 | 1257-1356 | Probe A | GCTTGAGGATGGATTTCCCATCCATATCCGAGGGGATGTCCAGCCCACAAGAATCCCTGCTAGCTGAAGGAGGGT  CAAAC |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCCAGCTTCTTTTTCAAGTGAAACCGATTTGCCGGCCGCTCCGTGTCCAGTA |
| CD177 | XM_004015298.1 | 571-670 | Probe A | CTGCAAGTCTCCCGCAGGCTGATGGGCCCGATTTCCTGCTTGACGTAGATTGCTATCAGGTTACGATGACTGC |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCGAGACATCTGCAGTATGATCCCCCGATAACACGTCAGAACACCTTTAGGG |
| MAU2 | XM_004009141.1 | 534-633 | Probe A | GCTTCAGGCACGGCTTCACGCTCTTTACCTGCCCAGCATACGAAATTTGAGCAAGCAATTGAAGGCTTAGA |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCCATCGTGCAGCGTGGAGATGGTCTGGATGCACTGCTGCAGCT |
| POLR2A | XM_004013289.4 | 2424-2523 | Probe A | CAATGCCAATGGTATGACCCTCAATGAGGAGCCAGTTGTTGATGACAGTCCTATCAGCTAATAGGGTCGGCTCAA  CAGTGTATCC |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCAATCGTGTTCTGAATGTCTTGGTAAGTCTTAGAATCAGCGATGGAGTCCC |
| PGK1 | NM_001142516.1 | 255-354 | Probe A | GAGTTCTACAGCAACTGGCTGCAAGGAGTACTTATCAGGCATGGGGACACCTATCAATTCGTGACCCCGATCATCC  AGTCCAGAA |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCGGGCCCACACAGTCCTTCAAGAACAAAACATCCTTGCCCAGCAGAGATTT |
| RPL19 | XM_015089125.1 | 336-435 | Probe A | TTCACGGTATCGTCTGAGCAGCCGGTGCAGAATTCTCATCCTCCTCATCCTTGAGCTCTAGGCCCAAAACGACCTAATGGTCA |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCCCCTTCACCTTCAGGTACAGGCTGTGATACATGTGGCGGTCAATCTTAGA |
| TBP | XM_015097549.1 | 968-1067 | Probe A | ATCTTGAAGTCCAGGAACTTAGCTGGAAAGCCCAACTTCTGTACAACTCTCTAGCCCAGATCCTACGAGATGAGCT  ACGTAACTA |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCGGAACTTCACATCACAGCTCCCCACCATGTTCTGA |
| YWHAZ | NM_001267887.1 | 304-403 | Probe A | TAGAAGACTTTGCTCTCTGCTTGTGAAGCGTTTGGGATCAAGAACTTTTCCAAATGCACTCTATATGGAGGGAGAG  TAGCTGGAT |
|  |  |  | Probe B | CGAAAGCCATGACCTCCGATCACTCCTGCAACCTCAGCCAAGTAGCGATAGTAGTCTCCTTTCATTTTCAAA |

**4. Baseline data all animals (before induction of lung injury): eTable 3**

|  | **All**  (n=23) | **Ph1 (OA)**  (n=14) | **Ph2 (OA-IV-LPS)**  (n=9) |
| --- | --- | --- | --- |
| Weight (kg) | 49 (47-52) | 50 (48-53) | 48 (43-52) |
| **Hemodynamics** |  |  |  |
| Heart rate (bpm) | 99 (±21) | 97 (±24) | 102 (±17) |
| Mean arterial pressure (mmHg) | 115 (84-120) | 105 (83-122) | 119 (98-124) |
| Mean pulmonary arterial pressure (mmHg) | 17 (±4) | 18 (±4) | 16 (±4) |
| **Blood gas analysis** |  |  |  |
| PF ratio | 412 (301-511) | 412 (333-510) | 444 (225-521) |
| Oxyhaemoglobin (%) | 94.2 (±11.5) | 96.2 (±3.9) | 91.2 (±17.9) |
| PaCO_2_ (mmHg) | 42.8 (±8.9) | 42.2 (±6.1) | 43.6 (±12.6) |
| Bicarbonate (mEq/L) | 25.1 (±2.6) | 25.0 (±3.0) | 25.3 (±2.1) |
| Base excess (mEq/L) | 0.7 (±3.3) | 0.6 (±3.4) | 0.9 (±3.3) |
| **Full blood count** |  |  |  |
| Haemoglobin (g/L) | 98 (±19) | 97 (±18) | 99 (±20) |
| Platelets (x 10^^9^/L) | 255 (±84) | 288 (±71) | 211 (±82) |
| White cell count (x 10^^9^/L) | 5.3 (±1.9) | 5.3 (±1.4) | 5.2 (±2.6) |
| Lymphocyte count (x 10^^9^/L) | 2.8 (±1.2) | 2.7 (±1.0) | 3.1 (±1.7) |
| Neutrophil count (x 10^^9^/L) | 2.0 (±0.9) | 2.2 (±1.0) | 1.8 (±0.8) |
| **aPTT** (s) | 27 (±6) | 30 (±7) | 24 (±4) |
| **Biochemistry** |  |  |  |
| Sodium (mmol/L) | 142 (±2.4) | 142 (±2) | 143 (±2) |
| Potassium (mmol/L) | 4.2 (±0.4) | 4.1 (±0.4) | 4.4 (±0.4) |
| Albumin (g/L) | 32 (±4) | 32 (±3) | 32 (±5) |
| AST (IU/L) | 87 (±17) | 89 (±19) | 84 (±16) |
| ALP (IU/L) | 149 (±68) | 117 (±35) | 192 (±79) |
| Bilirubin (umol/L) | 2.9 (±0.9) | 2.8 (±0.8) | 2.9 (±1.1) |
| CK (IU/L) | 167 (±42) | 169 (±41) | 163 (±46) |
| Creatinine (mmol/L) | 0.07 (0.06-0.08) | 0.07 (0.07-0.08) | 0.07 (0.06-0.09) |

Parameters displayed as mean and standard deviation or median and IQR

Abbreviations: OA = Oleic Acid; OA-IV-LPS = Oleic Acid and lipopolysaccharide intravenously; Ph1 and Ph2 = phenotype 1 and 2; PF ratio = PaO_2_/FiO_2_ ratio; PaCO_2_ = arterial CO2 partial pressure ; aPTT = activated partial thromboplastin time; AST = aspartate aminotransferase; ALP = alkaline phosphatase; CK = creatinine kinase

**5. Clinical and laboratory parameters at 6, 12 and 24 hours: eTable 4**

|  | **at T6** | | **at T12** | | **at T24** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Ph1, n=14** | **Ph2, n=9** | **Ph1, n=9** | **Ph2, n=6** | **Ph1, n=5** | **Ph2, n=3** |
| Temperature (°C) | 39.1 (1.1) | 38.7 (1.3) | 39.1 (1.0) | 39.0 (1.4) | 38.6 (0.6) | 39.1 (0.9) |
| **Hemodynamic parameters** |  |  |  |  |  |  |
| Mean arterial blood pressure (mmHg) | 75 (19) | 61 (2) | 77 (14) | 59 (6) | 73 (7) | 77 (6) |
| Heart rate (bpm) | 113 (24) | 119 (27) | 88 (19) | 96 (34) | 78 (13) | 96 (33) |
| Use of noradrenaline (mcg/kg/min) | 0.09 (0.15) | 0.30 (0.28) | 0.13 (0.12) | 0.25 (0.16) | 0.14 (0.15) | 0.17 (0.21) |
| **Mechanical ventilation** |  |  |  |  |  |  |
| Minute ventilation (L/min) | 10.6 (2.3) | 11.0 (2.2) | 10.3 (1.9) | 10.9 (2.8) | 10.0 (3.2) | 12.5 (2.9) |
| Compliance (mL/cmH_2_O) | 18.6 (6.1) | 19.9 (4.7) | 23.5 (6.3) | 16.4 (1.8) | 25.4 (12.4) | 18.2 (3.6) |
| Plateau pressure (cm H_2_O) | 28 (7) | 25 (3) | 24.4 (4.2) | 24.6 (3.4) | 20.8 (4.3) | 22.1 (3.5) |
| **Blood gases** |  |  |  |  |  |  |
| PaO2/FiO2 ratio | 172 (155) | 250 (123) | 198 (128) | 238 (118) | 272 (112) | 254 (80) |
| PaCO2 (mmHg) | 58 (26) | 49 (4) | 44 (9) | 63 (22) | 16 (9) | 49 (9) |
| Lactate | 3.5 (4.8) | 5.5 (3.9) | 1.2 (1.0) | 5.7 (2.6) | 1.3 (0.5) | 3.2 (1.5) |
| Base excess (mmol/L) | -2.3 (6.8) | -2.0 (3.7) | 0.6 (5.2) | -4.3 (4.3) | 1.1 (1.9) | -3.1 (4.2) |
| **Full blood count and biochemistry** |  |  |  |  |  |  |
| Hemoglobin (g/L) | 101 (18) | 120 (14) | 98 (16) | 112 (17) | 100 (20) | 111 (2) |
| Platelets (10^9/L) | 246 (51) | 184 (107) | 245 (58) | 101 (50) | 250 (50) | 97 (89) |
| Neutrophil count (10^9/L) | 1.7 (0.9) | 0.4 (0.2) | 1.7 (0.8) | 2.5 (3.6) | 1.0 (0.6) | 3.36 (4.9) |
| Creatinine (mmol/L) | 0.08 (0.02) | 0.08 (0.02) | 0.08 (0.01) | 0.12 (0.04) | 0.1 (0.008) | 0.14 (0.05) |
| Bilirubin (umol/L) | 2 (1) | 5 (4) | 10 (9) | 11 (6) | 28 (9) | 26 (4) |

All animals alive at this time point were assessed. Parameters displayed as median and IQR, cytokine levels as mean and standard deviation

Abbreviations: Ph1 and Ph2 = phenotype 1 and 2; PaCO2 (mmHg) = arterial carbondioxide partial pressure

**6. Cytokine levels in plasma among Ph1 and Ph2 at different time points: eFigure 1**

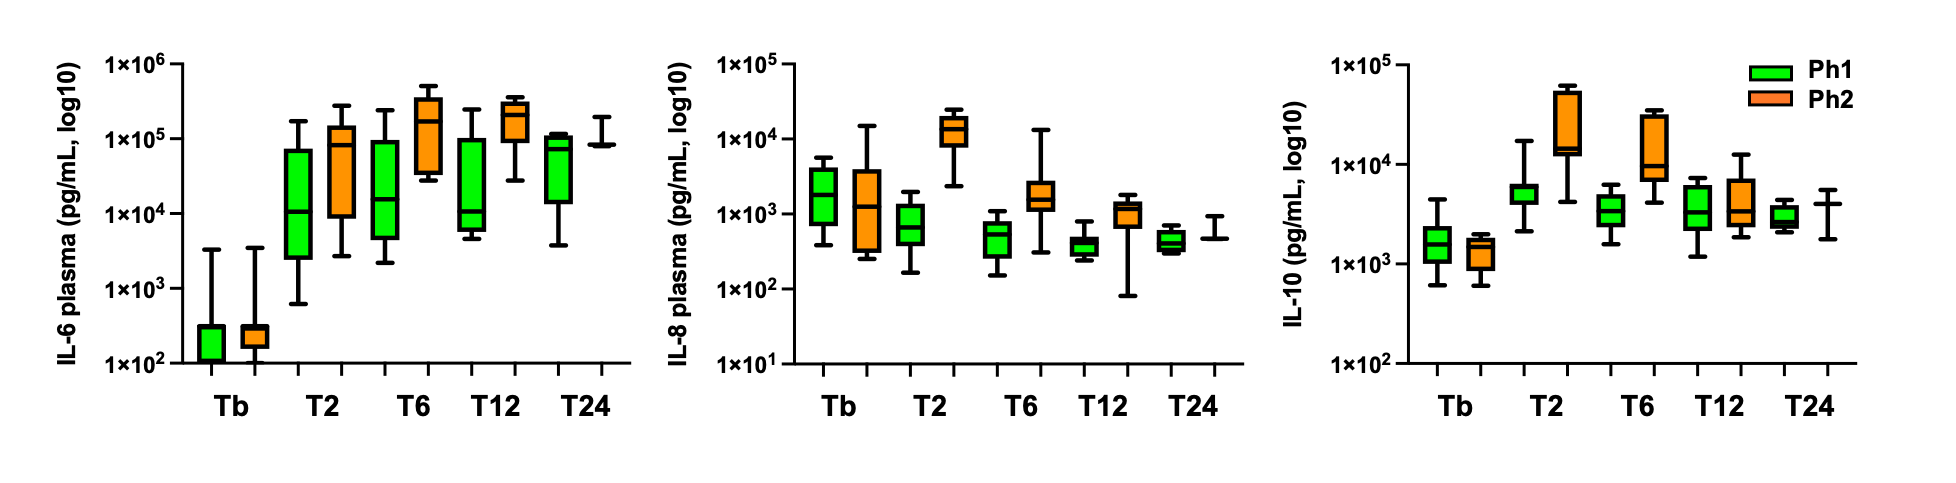

Abbreviations: Ph1 and Ph2 = phenotype 1 and 2; T = time point; IL = interleukin

**7. Lung Injury Score (LIS) among Ph1 and Ph2: eFigure 2**

**
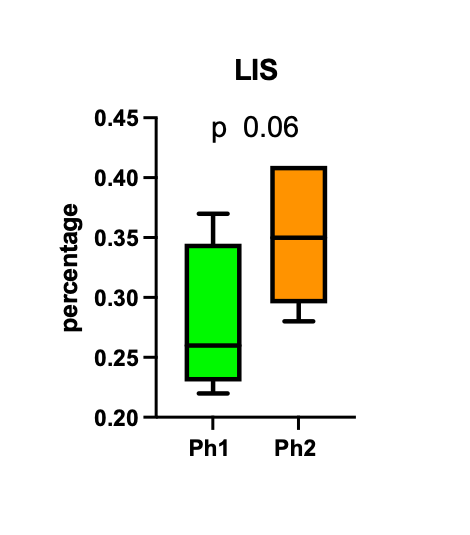
**

Abbreviations: Ph1 and Ph2 = phenotype 1 and 2; LIS = Lung Injury Score

**8. Levels of mRNA markers among different time points of tissue harvesting: eFigure 3**

**
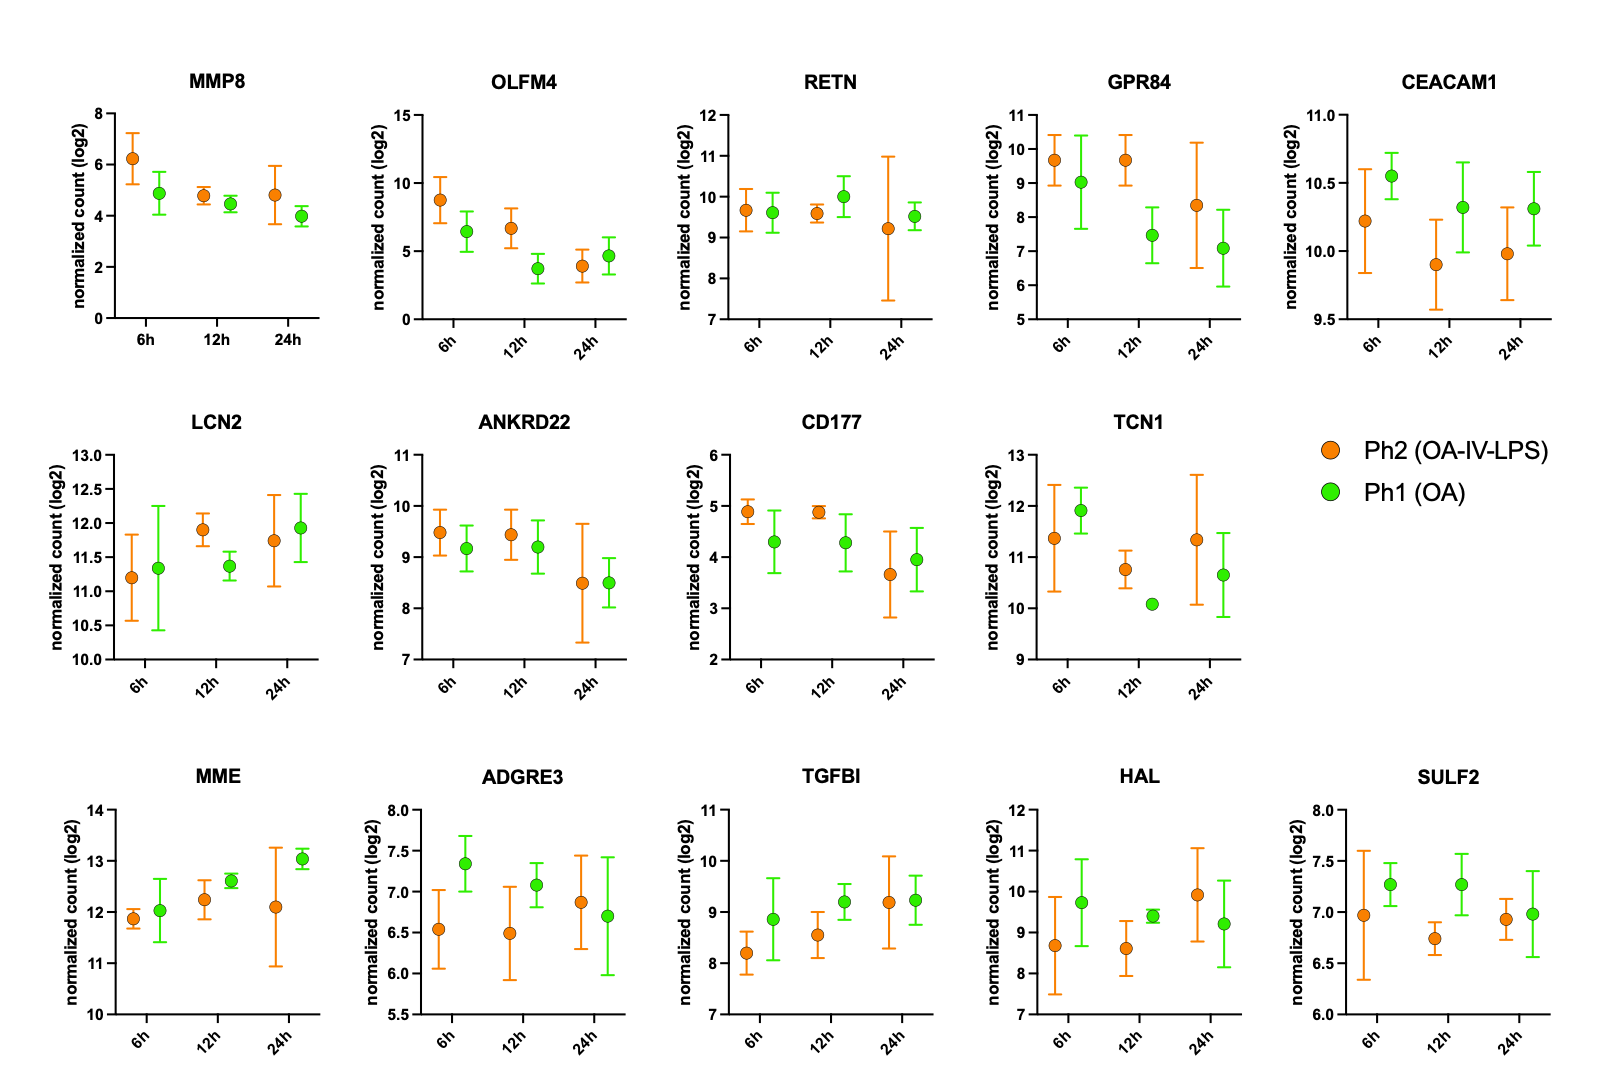
**

Error bar displays standard deviation

Abbreviations: MMP8 = Matrix Metallopeptidase 8; OLFM4 = Olfactomedin; RETN = Resistin; GPR84G = Protein-Coupled Receptor 84; CEACAM1 = CEA Cell Adhesion Molecule 1; LCN2 = Lipocalin 2; ANKRD22 = Ankyrin repeat domain 22; CD177 = CD177 molecule; TCN1 = Transcobalamin 1; MME = Membrane Metalloproteinase; ADGRE3 = Adhesion G Protein-Coupled Receptor E3; TGFBI = Transforming Growth Factor Beta Induced; HAL = Histidine Ammonia-Lyase; SULF2 = Sulfatase

**SUPPLEMENTAL REFERENCES**

1. Millar JE, Bartnikowski N, Passmore MR, Obonyo NG, Malfertheiner MV, von Bahr V, et al. Combined mesenchymal stromal cell therapy and extracorporeal membrane oxygenation in acute respiratory distress syndrome a randomized controlled trial in sheep. Am J Respir Crit Care Med. 2020;202(3):383–92.

How the deposited data were processed for this re-analysis (not part of the article)

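Expression of 14 mRNA markers was analysed in lung tissue of 23 sheep, 14 of Ph1 and 9 of Ph2, taken at 6, 12 or 24 h, with RNA of 3 lobes pooled per animal. Columns were assigned to animals by the sample labels, and phenotype, time point and study were checked against Supplementary Table 1.

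The authors deposited log2 normalized counts of 20 features of a custom nCounter assay. According to the methods, they subtracted a background from the negative controls, divided by the geometric mean of POLR2A, RPL19 and TBP, and took log2. In each animal the unlogged values were whole numbers times 1 factor, within a tolerance of 0.0001, so counts were recovered as the smallest whole numbers that fit. Subtracting a background that was not a whole number would have broken this pattern, which argues against such a step. Whether a whole number was subtracted cannot be read from the counts. The recovered counts summed to between 13871 and 34415 per animal (median 20265), and counts as low as 4 limit the precision of OLFM4, CD177 and MMP8 most. The raw counts and negative controls were not analysed here.

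No table used here pairs the features with genes. Group means and SDs were measured on the picture of Supplementary Figure 3, by detecting its coloured symbols and scaling each panel on its own axis. A feature took the name of the marker whose group means it matched most often within 0.1, a rule chosen after a root mean square distance had placed RETN on T039. For 12 of 14 markers the direction and the exact p also equalled those in the text after rounding; the exact p was 0.159 for OLFM4 and 0.829 for LCN2, the exceptions. For RETN, both T003 and T039 had this p and direction, so the p does not separate them. All 14 features stood at the place of their marker in the probe table of the supplement. The names rest on the article's own results, which limits what the values say about it. The remaining 6 features (T007, T011 and T036 to T039) keep their identifiers.

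All 14 markers are reported, with full statistics for those with an unadjusted p below 0.05 and those a sentence of the article singles out, a rule set before the data were examined. That rule also included the excluded and the housekeeping genes, whose features are not settled. Phenotypes were compared with the exact two-sided Mann-Whitney U test, the count of markers with the human direction with a one-sided exact permutation test, time points within a phenotype with an exact permutation Kruskal-Wallis test, and the interaction of phenotype and time point with limma (lmFit and eBayes, moderated F). Benjamini-Hochberg adjustment covered the 14 markers, or the 42 pairs of marker and time point. The tests were first run on simulated data with the same groups. Of 2000 simulated markers, 200 of them shifted by 1.5 SD, the exact Mann-Whitney U test called 89% of the shifted and 5.5% of the others. The limma interaction called 88.5% of 200 markers shifted by 3 SD in Ph2 at 24 h and 5.06% of the others. All calls were made at an unadjusted p below 0.05, so these shares do not give the power at an adjusted p below 0.05.

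Alternatives covered medians, the linear scale, other tests, blocks for time point and study, each study alone, RNA integrity, centring, low values and leaving out each animal. Alternatives with other housekeeping genes were not run, because the features of these genes are not settled. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 and R 4.3.3 with limma 3.58.1 were used.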

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

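All tests in this part were chosen after the result was seen.

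In 9 of 56 comparisons of a marker within a group, 1 animal lay apart from the others by Dixon's ratio, where chance gives about 1 in 20. At 12 h in Ph1, C18 had OLFM4 at 2.11 (others 4.07 to 4.40), ADGRE3 at 7.48 (others 6.90 to 6.97) and HAL at 9.16 (others 9.46 to 9.51). In the same group C21 had GPR84 at 6.25 (others 7.74 to 7.98) and CEACAM1 at 9.84 (others 10.47 to 10.51). At 24 h in Ph1, SD1 had LCN2 at 11.06 (others 11.96 to 12.30) and SD14 had SULF2 at 6.25 (others 7.00 to 7.29). Among the 9 Ph2 animals, SD11 had RETN at 7.26 (others 9.10 to 10.67) and ANKRD22 at 7.22 (others 8.76 to 10.01).

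An error in the normalization factor of an animal moves all its markers to 1 side. The larger number of the 14 markers on 1 side of the median of the other animals was 8 for C18, 9 for C21, 8 for SD1, 9 for SD14 and 8 for SD11, which argues against such an error. Of the 5 animals, 0 had the lowest RNA integrity number of their group, which argues against low RNA integrity as the explanation for all 5. SD14 was near the lowest of its group (7.50 against 7.43), while C21 had the highest of its group (7.33). Only 1, SD1, had the lowest total count of its group, which argues against a low total count as the explanation for all 5. SD11 had the lowest total of STARDUST, 17798, but the totals of Ph2 went down to 13871. OLFM4 in C18 rests on 4 counts, where T007 had 9 in the same animal, so the low count of the marker itself stays open for this value. The other values named here rest on at least 67 counts. A mislabelled sample stays open and was not tested. SD11 was taken at 24 h. The other Ph2 animals at 24 h, SD8 and SD9, had RETN at 9.72 and 10.67 and ANKRD22 at 8.76 and 9.48, so the observation time does not set SD11 apart from them. For the other animals the design gives no biological explanation to test.

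The features T036, T037, T038 and T039 took the name of no marker the article reports on. By root mean square distance T039 was the nearest feature to RETN (0.32 against 0.37 for T003) and was set aside by the rule chosen afterwards. T003 matched 5 of the group means of RETN and 6 of the SDs, and the next best feature, T012, matched 1 mean. These matches argue against T039 as RETN, with the limit that the rule was chosen after the distance was seen. The lowest counts of T036 to T039 in any animal, 442, 419, 69 and 630, are above the limit of 3 counts that a count of 0 allows. Within Ph1, T036 and T037 differed between time points (exact permutation Kruskal-Wallis test, adjusted p = 0.0473 and 0.0170 over the 6 unnamed features). Among the CELTIC animals of Ph1, the larger of their exact p-values for 6 against 12 h was 0.486, so time and study cannot be told apart for these features, since every Ph1 animal at 24 h came from STARDUST. The genes of these features are not settled, so whether the authors' normalization used them is open.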

How the results depend on the processing

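Centring on the mean of T036 to T039, raising low values to the higher of T007 and T011 and taking CELTIC animals only with labels permuted within time points were chosen after the data were seen; the other alternatives were set before the data were examined. No paired analysis was possible because the groups share no animals. Alternatives with other housekeeping genes were not run because the features of these genes are not settled, and limiting the 24 h comparison to STARDUST leaves it as it is.

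The count of markers with the human direction over all time points was 13, 9 among STARDUST animals only and 11 to 13 under the other alternatives, including a count of 11 with MMP8 and CD177 left out of the list for low values, and 12 to 13 with each animal left out. The number of markers with an unadjusted p below 0.05 was 3. It was 5 with time point as a block in limma, 5 among CELTIC animals only and 4 among these with labels permuted within time points. It was 1 among STARDUST animals only, 6 without the 24 h animals and 0 at a Benjamini-Hochberg adjusted p below 0.05. The exact permutation test of means, limma with phenotype only and centring on the median of the markers each gave 2. Limma with study, with time point and study or with RNA integrity in the model gave 4, as did labels permuted within time points in all animals. Leaving out each animal gave 3 to 6, 5 without SD8 and 6 without SD11. The cause was not tested.

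The count with the human direction, with each animal left out, was 10 to 12 at 6 h, 13 at 12 h and 5 to 9 at 24 h. It was 9 at 6 h with each animal centred on the median of its markers. The number of interactions in limma was 0, and 1 at an unadjusted p below 0.05; under the other alternatives, the Freedman-Lane permutation included, and with each animal left out it was 0. The number of markers that differ between time points within Ph1 was 2, 0 by an exact permutation F test of means and 0 in CELTIC animals between 6 and 12 h, where 4 against 4 animals allow no exact p below 0.0286, which TCN1 and MME both had, so this 0 shows no dependence on the study. Leaving out each animal gave 0 to 2, 0 without C1, C3, C11, SD2 or SD7 and 1 without SD10 or SD14. Within Ph2 it was 0, 1 at an unadjusted p below 0.05 and 0 with each animal left out. With so few Ph2 animals per time point, a marker alone cannot reach an adjusted p below 0.05. These counts of 0 in Ph2 could therefore hardly have moved. The cause was not tested.

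Over all time points, these markers changed sign, and none of them had p below 0.05 before. In limma with study as a block, the difference was -0.0066 for LCN2. In limma with time point and study as blocks, the difference was -0.0015 for RETN and -0.046 for LCN2. In limma with the mean RNA integrity number as a covariate, the difference was -0.12 for LCN2. With only CELTIC animals and labels permuted within time points, the difference was -0.049 for TCN1 and 0.016 for MME. Among STARDUST animals only, the difference was -0.26 for OLFM4, -0.29 for RETN, -0.31 for LCN2 and 0.37 for HAL. With the 24 h animals left out, the difference was -0.037 for TCN1. With each animal centred on the median of the markers, the difference was -0.024 for RETN and -0.0033 for LCN2. With each animal centred on the mean of T036 to T039, the difference was -0.060 for RETN and -0.039 for LCN2. The range with each animal left out was between -0.087 and 0.34 for RETN and -0.020 and 0.19 for LCN2.

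At single time points, these changed sign, and the cause was not tested. Among CELTIC animals only, the difference was 0.25 for LCN2 at 6 h and 0.081 for MME at 6 h. With each animal centred on the median of the markers, the difference was -0.38 for RETN at 6 h, -0.13 for ANKRD22 at 6 h, 0.025 for LCN2 at 24 h, 0.21 for ANKRD22 at 24 h, 0.17 for TGFBI at 24 h and 0.17 for SULF2 at 24 h. With medians instead of means, the difference was -0.37 for MMP8 at 24 h, 0.16 for RETN at 24 h, 0.16 for ANKRD22 at 24 h and 0.15 for TGFBI at 24 h. With linear normalized counts averaged, the difference was 0.22 for RETN at 24 h, 0.20 for ANKRD22 at 24 h and 0.056 for TGFBI at 24 h. The range with each animal left out was between -0.50 and 0.25 for LCN2 at 6 h, -0.34 and 0.081 for MME at 6 h, -0.17 and 0.34 for RETN at 6 h, -0.62 and 0.0063 for SULF2 at 6 h, -0.50 and 0.63 for ANKRD22 at 24 h, -0.39 and 0.46 for TGFBI at 24 h, -0.23 and 0.069 for SULF2 at 24 h, -0.15 and 0.42 for ADGRE3 at 24 h, -0.40 and 1.47 for MMP8 at 24 h, -0.54 and 0.12 for LCN2 at 24 h, -1.03 and 0.67 for RETN at 24 h and -0.68 and 0.16 for CD177 at 24 h.

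Under the alternatives other than leaving out an animal, the difference of single markers over all time points was computed anew in 199 comparisons, of which 184 kept their direction, and the side of 0.05 could change in 213, of which 175 kept it, 23 passed 0.05 and 15 no longer did. In the other 51 p stayed as it was, by design or because no value was altered. At single time points 153 of 168 kept their direction, and the side of 0.05 could change in only 28, those of centring at 6 and 24 h, and did so in 0 by the exact Mann-Whitney U test. Low counts limit OLFM4, CD177 and MMP8 most, with lowest counts of 4, 6 and 11.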

Differences from the paper's values

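No test in this part was chosen after the result was seen, but the rule that names RETN was.

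The paper's mean of RETN in Ph1 at 12 h is about 10 in Supplementary Figure 3, measured on the picture. It was 9.10 ± 0.50 here (SD, n = 4). None of the alternatives set before the data were examined, which were medians, linear averages, CELTIC animals only, leaving out animals of low RNA integrity and leaving out each animal, came within the SD of the paper's value, and they ranged from 8.88 to 9.28. The figure shows RETN at 12 h higher in Ph1, while here it was higher in Ph2 by 0.50. Because the features were named with this figure, RETN rests on the other 5 group means.

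The paper states lower RETN in Ph2 than in Ph1 at 6 h. In Supplementary Figure 3, measured on the picture, RETN at 6 h is about 9.7 in Ph2 and 9.6 in Ph1. The sentence on RETN therefore differs from the paper's own figure. The difference here was 0.058, and it was -0.38 with each animal centred on the median of its markers and -0.17 at the lowest with 1 animal left out, with a negative value without C1, C5 or G33. The paper states higher ANKRD22 in Ph2 at all time points. The difference at 24 h was -0.0072 here, and 0.16 with medians, 0.20 with linear averages, 0.21 with the same centring and 0.63 at the highest with 1 animal left out, with a positive value without SD2, SD7, SD10 or SD11. GPR84 is about 9 in Ph1 at 6 h and about 9.7 in Ph2 at 12 h in Supplementary Figure 3. Here it was 8.03 ± 1.37 (SD, n = 5) and 9.14 ± 0.68 (SD, n = 3). Both gaps are within the SD, but the figure was made from the same animals, so the SD between animals does not account for them. The cause was not tested. Only 4 of the 6 group means of GPR84 matched within 0.1, so its name rests on those.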

Other observations

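The tests of the interaction with study, of chance for the time points and the interaction, of TCN1 and MME within CELTIC, of the count among CELTIC animals, without and with time, and of the correlations were chosen after the result was seen.

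The 13 markers with the human direction were reached in 11306 of 817190 splits, so chance can be excluded at the 0.05 level. Centring each animal on the median of its markers left 11. The human direction is up for some markers and down for others. A shift common to all markers of an animal could not alone give 13, so this count does not test it. The mean RNA integrity number in the limma model left 12, and study as a block in limma left 12 too. Most signs therefore did not depend on either adjustment. No permutation test was run on these counts, so they exclude neither RNA integrity nor study. For the difference between the studies, the prediction set beforehand was a count of 11 or more in each study if it was not the cause and near 7 in each if it was. The counts were 13 in CELTIC and 9 in STARDUST, so neither prediction was met. The exact permutation p among CELTIC animals alone was 0.0242 without regard to time and 0.137 with labels permuted within time points, where the count was 11, so a difference between the studies stays open. A biological difference between the injuries stays open too, as a hypothesis, found and tested on the same animals. For the 3 markers with an unadjusted p below 0.05, 5 of 100 splits, the real one included, gave as many, a share at the 0.05 level that this number of splits cannot decide, so chance cannot be excluded.

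At 24 h, 6 markers had the human direction. The highest count with 1 animal left out was 9, without SD11, short of the 12 predicted for a single animal as the cause. The spread of a count over so few animals is not known, and 42 of 56 splits of the 24 h animals reached 6, so a single animal cannot be told apart from the other explanations. Study and time cannot be told apart here, because 0 CELTIC animals were taken at 24 h. Whether the difference between Ph2 and Ph1 depends on the study stays open, since limma found an adjusted interaction p below 0.05 for 0 markers and an unadjusted p below 0.05 for 1, with 12 against 11 animals.

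For TCN1 and MME within Ph1, 1 of 100 assignments of the animals to time points, the real one, gave as many markers, the smallest share that 100 assignments can give, so chance can be excluded at the 0.05 level for this test. By an exact permutation F test of means the adjusted p of both was 0.0515 and 0 markers were below 0.05, as were 0 by the Kruskal-Wallis test without C1, C3, C11, SD2 or SD7, so the result rests on the test and on single animals. Among CELTIC animals of Ph1, TCN1 was 11.93 ± 0.52 at 6 h and 10.08 ± 0.089 at 12 h, and MME 11.79 ± 0.37 and 12.61 ± 0.14 (SD, n = 4 each, exact p = 0.0286 for each, the smallest possible), which argues against a difference between the studies as the whole explanation. For the 0 markers within Ph2 and the 0 interactions in limma, 100 of 100 assignments gave as many, as any count of 0 must, so this comparison decides nothing about chance.

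Over 56 relations between T036 to T039 and the 14 markers in 23 animals, those with the lowest p were of T037 with MME and MMP8. With MME, r was -0.83 (permutation p = 1e-05, the smallest the resamples can give, adjusted p = 0.00056) and rho -0.86 (permutation p = 1e-05, adjusted p = 0.00028). With MMP8, r was 0.79 (permutation p = 2e-05, adjusted p = 0.00056) and rho 0.80 (permutation p = 1e-05, adjusted p = 0.00028). Without the 2 animals farthest from the median of T037, r was -0.77 and 0.73. Within CELTIC r was -0.66 and 0.66, and within STARDUST -0.87 and 0.81. These p-values treat all animals as exchangeable. With values centred and permuted within groups of phenotype and time point, r was -0.74 for MME (permutation p = 0.0209, adjusted p = 0.195) and 0.76 for MMP8 (permutation p = 0.0186, adjusted p = 0.195), and rho -0.55 and 0.62 (permutation p = 0.0423 and 0.0220, adjusted p = 0.296 and 0.296). Without the 2 farthest animals, the r of the centred values fell to -0.49 for MME and 0.56 for MMP8. Whether T037 is related to MME and MMP8 apart from phenotype and time is therefore open.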
